A study of Homo sapiens with 6 samples.

How the data were processed

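H4K12ac ChIP-seq was carried out in hTert-HME1 cells transfected with a control siRNA or an siRNA against BRCA2, with 2 ChIP libraries and 1 input library per group, per the labels. Cells were harvested in log phase after 12 days and 4 passages, and were fixed, sonicated and precipitated with an antibody against H4K12ac, per the labels' protocols. Groups and replicate numbers were taken from the sample titles. The labels do not say whether the 2 libraries of a group came from separate cultures, so the authors' FDR measures the spread between these libraries, which may be technical.

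Reads were processed with cutadapt 1.8.1, Bowtie 1.1.1, SAMtools, Picard 1.92, MACS2 and DiffBind on the hg19 build, per the submitters' processing notes. The versions of SAMtools, MACS2 and DiffBind, and the settings of every tool, are not given in the sources used here. DiffBind compared siBRCA2 with siControl, per the labels. The table used here is the authors' own comparison, and it holds 1 line for each pair of a region and an annotated gene.

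Its fold column and its 3 concentration columns are on the log2 scale, per the file headers and the values. The deposited fold equals the siControl value minus the siBRCA2 value, with a largest gap of 0.01, so its sign was turned to give siBRCA2 minus siControl throughout. The overall concentration is the log2 of the mean of the 2 group values, with a largest gap of 0.0091. How the authors scaled libraries against each other, and whether input reads were subtracted, is not given in the sources used here. A different scaling would shift all differences together. The adjusted p-value of each region (FDR) is the authors', and the table as deposited lists values up to 0.05 and genes up to 1000 bp from a region. No unadjusted p-value, value per library or read total was used here, so no test between libraries, no interval and no count adjusted over the list alone could be computed. The depth of each library is unknown here.

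The table held 1577 pairs. From these, 25 pairs with a locus reference record (LRG) were left out, each in a region that also had an Ensembl gene record, and 6 that were the only record of their region were kept. The 1552 pairs used cover 1049 distinct regions and 1534 gene identifiers. A symbol was given for 1225 pairs and none for 327, and 1 symbol had been turned into a date by a spreadsheet and was not used. Of 1206 distinct symbols, 1177 matched a gene name or synonym of the GRCh38.p14 RefSeq table, which served only for names and gene types, since its coordinates belong to another build. Coordinates are those of the authors' deposited table. Gene starts were recovered from its signed distances, and a region was called close to a start when it contained one or lay within 1000 bp of one. Exons, introns and untranslated regions were not assigned, as no hg19 annotation was used here.

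The planned tests between libraries could not be made on group values, and in that case the design fixed before the data were examined was to describe the authors' fold and FDR. Medians of 2 sets of regions or genes were compared with two-sided permutation tests (100000 resamples), for which 1e-05 is the smallest p. Each gene entered with its region of lowest FDR. A gene list was tested when at least 5 members had a region, which held for 3 of the 18 lists, and Benjamini-Hochberg adjustment ran over those 3. Correlations of the difference with concentration and with width were computed across regions with permutation p-values, adjusted over the 4 relations. The planned binomial test of each chromosome's share was not run, because regions that did not pass were not analysed here and the gene table belongs to another build.

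The genes named in the text follow a rule set in advance. They are the 15 genes with the largest positive difference, the 10 with the most negative, those of the 5 regions with the lowest FDR, and 2 to 4 members of each list with the lowest FDR, or all where fewer had a region. BRCA2 was to be named if it had a region. Genes in the closing section that fall outside this rule were chosen after their values were seen. The lists were NF-kB target genes, interferon-stimulated genes, homologous recombination and Fanconi genes, p53 target genes, G2/M genes, G1/S and replication genes, AP-1 and immediate early genes, survival and apoptosis regulators, histone acetyltransferases with deacetylases and readers, SWI/SNF subunits, cytosolic ribosomal protein genes, NRF2 antioxidant genes, TGF-beta and mesenchymal transition genes, basal and luminal mammary markers, and markers of fibroblasts, of blood and immune cells and of endothelium. The result of the TGF-beta and mesenchymal transition list enters the totals over all lists and is otherwise not reported here.

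Alternatives covered stricter FDR limits (0.01 and 0.001), a minimum difference of 1 log2, a filter on weak regions, merging of neighbouring regions, counting genes, means in place of medians, other choices of a gene's region and a 500 bp limit. Further alternatives were added after the data were seen, among them comparisons within 5 strata of concentration, 1 gene per region, and leaving out regions at the lowest listed value. Both list tests were tested on simulated lists of 14 genes drawn from the 1534 genes of the table. Without a shift, 4 of 100 lists passed a p of 0.05 in the median test and 10 of 100 in the test within strata. With a shift of 1 log2, 100 and 97 of 100 passed. Lists of 5 or 6 genes, the sizes of the homologous recombination and survival lists, and shifts under 1 log2 were not simulated. How often such differences would be missed is therefore unknown. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.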

Results

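Acetylation of histone H4 at lysine 12 (H4K12ac), a mark found at active gene starts, was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in hTert-HME1 cells. This is an established line of human mammary epithelial cells made immortal with telomerase. Cells received a control siRNA (siControl) or an siRNA against BRCA2 (siBRCA2), a mediator of homologous recombination, and were then kept for 12 days and 4 passages. Each group had 2 ChIP libraries and 1 input library, 6 in all. The comparison asks at which regions near genes H4K12ac differed in the cells that grew on after BRCA2 was depleted. The values come from the authors' deposited table of regions that passed their differential test at an FDR of at most 0.05 and lie within 1 kb of an annotated gene. It holds 1 value per group and region, so no spread between the 2 libraries of a group can be given, and the number of reads per library is unknown here.

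H4K12ac was higher in siBRCA2 at nearly all of the listed regions, 1040 of 1049 (99.1%), and lower at 9. Over the 1040 regions the median difference, siBRCA2 minus siControl, was 1.23 on the log2 scale, a ratio of 2.35, with quartiles of 0.92 and 1.76. Over these regions the median siControl value was 45.7 normalized reads and the median siBRCA2 value 108. At least a 2-fold difference was reached by 712 of these regions and at least a 4-fold difference by 203. No listed region was annotated to BRCA2 itself (0 regions), and a histone mark gives no measure of the knockdown.

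The lowest FDR in the authors' deposited table, 2.38e-18, belonged to a region on chromosome 1 (154945021 to 154947744, hg19) that spans the starts of SHC1 and CKS1B. SHC1 encodes an adaptor of receptor tyrosine kinases and CKS1B a subunit that binds cyclin-dependent kinases, and the start of the microRNA gene MIR4258 lay 424 bp away. This region also had the largest difference in the authors' deposited table, 6.96 log2. Next came the shared promoter region of HSP90AA1, the inducible cytosolic HSP90 chaperone, and WDR20 on chromosome 14 (102605829 to 102607454), at 6.69 log2 with an FDR of 3.18e-14 in the authors' deposited table. A region on chromosome 19 (36235490 to 36237395) over the starts of the splicing factor gene U2AF1L4 and of PSENEN, a subunit of gamma-secretase, stood at 6.57 log2 with an FDR of 3.53e-14 in the authors' deposited table. It was also annotated to ENSG00000267120, ENSG00000188223 and ENSG00000267439, which carry no symbol there.

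The start of UGGT1, which checks glycoprotein folding in the endoplasmic reticulum, lay in a region on chromosome 2 (128848422 to 128849621) with 6.24 log2 in the authors' deposited table. NGDN, on chromosome 14 (23938047 to 23939115), had 6.02 log2 in the authors' deposited table, again over the gene start. A region on chromosome 15 (42702755 to 42704174) inside CAPN3, a muscle calpain gene, and inside ENSG00000258461 had 5.97 log2 in the authors' deposited table. That region is far from the CAPN3 start (62455 bp) and lies just downstream of ZNF106. At all of these regions siControl was at -0.05 log2, the lowest siControl value in the authors' deposited table, which 30 regions share. Their differences therefore rest on how low signal was handled and are not read here as exact folds. UGGT1 had an FDR of 1.55e-10 in the authors' deposited table. Slightly lower, at 7.66e-11, was the FDR of a region at the start of CCDC115 and within IMP4 on chromosome 2 (131099863 to 131101549), where the authors' deposited table gives 2.09 in siControl and 6.61 in siBRCA2, 4.52 log2 apart.

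The 9 regions lower in siBRCA2 differed by a median of -2.31 log2. In the authors' deposited table the most negative value, -6.24 log2 with an FDR of 3.58e-07, was on chromosome 2 (43821823 to 43822474) within THADA, 710 bp from its start. The siBRCA2 value there, -0.66, was the lowest siBRCA2 value in the authors' deposited table, so this size is not exact either. The start of CIT, a kinase of cytokinesis, on chromosome 12 (120314855 to 120315446) had -2.94 log2 in the authors' deposited table. The starts of FUT1, a fucosyltransferase gene, and FGF21, a metabolic hormone gene, shared 1 region on chromosome 19 (49258058 to 49259086) with -2.65 log2 in the authors' deposited table. MAVS, the mitochondrial adaptor of RNA sensing, had -2.31 log2 in the authors' deposited table, in a region on chromosome 20 (3828207 to 3828783) inside the gene and 721 bp from its start. Upstream of ADRB1, a beta adrenergic receptor gene on chromosome 10, the authors' deposited table gives -1.96 log2, and upstream of CCDC15 on chromosome 11 -1.63 log2. UNC45A, a myosin chaperone gene on chromosome 15, had -1.47 log2 over its start in the authors' deposited table. The other lower regions lay at ENSG00000218472 on chromosome 6 (-2.57 log2) and ENSG00000243953 on chromosome 3 (-1.48 log2) in the authors' deposited table, neither with a symbol.

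The split of 1040 to 9 describes regions that had already passed, so it is not the split over all regions tested, and regions that did not pass were not analysed here. The study's design text speaks of regions increased in siBRCA2, and whether every lower region was kept is not given in the sources used here.

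**Figure D1:**
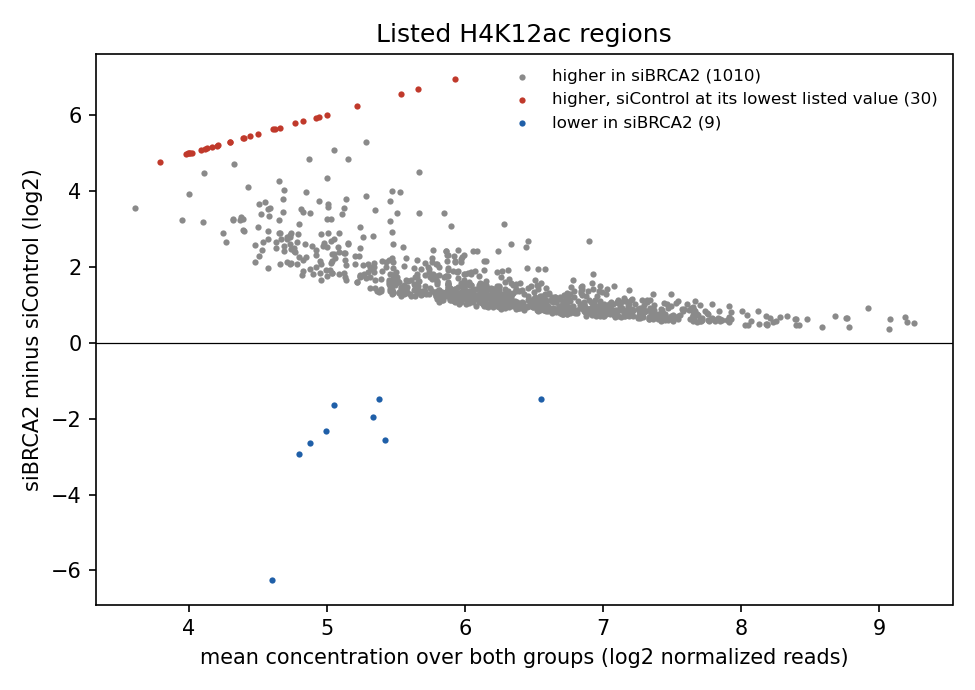
Each point is 1 listed region, with its mean concentration over both groups (log2 normalized reads) on the horizontal axis and its difference, siBRCA2 minus siControl (log2), on the vertical axis. The 30 regions whose siControl value is the lowest listed form the line along the upper edge, the 9 regions lower in siBRCA2 lie under 0, and differences are smaller at high concentration.

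Most listed regions were at gene starts: 735 (70.1%) contained the start of a gene, 162 lay within 500 bp of one and 65 more within 1000 bp. The other 87 regions (8.29%), such as those downstream of JUNB and inside TP53I3, had no start of a listed gene within 1000 bp. All 87 were higher in siBRCA2. Each of the 9 lower regions was among the 962 close to a start, which make up 91.7% of all listed regions. The median difference was smaller at the 962 regions close to a start, 1.19 log2 against 1.77 log2, a gap of -0.58 with a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give. The test is across regions, which are not replicates. The gap was 0.00 (permutation p = 1) among regions at or above the lower quartile of concentration. As a difference of means, the gap was -0.76 (permutation p = 1e-05) over all regions and -0.20 (permutation p = 0.0104) within 5 strata of concentration.

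Among 18 gene lists fixed before the data were examined, 49 of 498 genes had a listed region, and H4K12ac was higher in siBRCA2 at all 49. For 42 of the 49 the region lay within 1000 bp of the gene's own start. The shared direction says little, since 1523 of the 1534 genes listed were higher. Genes whose regions did not pass were not analysed here, so these counts are not enrichments. Of the homologous recombination and Fanconi genes 5 of 40 were listed. ATR, the kinase that answers stalled replication, led them with 5.08 log2 over its start on chromosome 3 (142297280 to 142297981; FDR 7.88e-08) in the authors' deposited table. The siControl value of ATR there was low, 0.93 log2 in the authors' deposited table, so this is not read as an exact fold either. RAD52, a strand annealing gene, had 1.26 log2 and RAD50, of the nuclease complex that processes DNA breaks, 1.09 log2 in the authors' deposited table. FANCE had 0.83 log2 in the authors' deposited table, through a region that covers the neighbouring RPL10A and lies 15534 bp from the FANCE start. The list did not stand apart: its median, 1.09, differed from that of other genes by -0.12 (permutation p = 0.705, adjusted p = 0.705). Its mean differed by 0.31 (permutation p = 0.511) with the opposite sign. The mean difference within 5 strata of concentration, added after seeing the data, was 0.56 (permutation p = 0.0881), which did not pass either.

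Survival and apoptosis regulators had 6 of 25 members listed. CFLAR, an inhibitor of caspase activation at death receptors, had 1.30 log2 with an FDR of 1.63e-06 in the authors' deposited table, on chromosome 2 (201980534 to 201983687). XIAP, an inhibitor of caspases, had 3.79 log2 in the authors' deposited table, 459 bp inside the gene on chromosome X, again from a low siControl value (1.79 log2). The death receptor gene FAS had 1.42 log2 in the authors' deposited table, in a region over its start that also covers the start of ACTA2. TNFRSF10B, another death receptor gene, had 1.38 log2 in the authors' deposited table at its far end, next to RHOBTB2. The list did not stand apart from other genes, with a median difference of 0.14 (permutation p = 0.596, adjusted p = 0.705). The difference turned to -0.11 at an FDR of at most 0.01, with only 4 members, and stayed positive under the other alternatives. FAS and TNFRSF10B are also among the 3 of 25 p53 target genes listed, with TP53I3 (3.25 log2, again from a low siControl value, in the authors' deposited table, 7917 bp from its start).

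Cytosolic ribosomal protein genes were the list with the most members, 14 of 76. RPS6 had 1.5 log2 (FDR 1.34e-05), RPL23 1.67, RPS28 1.1 and RPL19 3.55 in the authors' deposited table, the last 3563 bp inside the gene and from a low siControl value. Of the 14 genes, 11 shared their region with another gene. Their median, 0.90 log2, differed from that of other genes by -0.31, which did not pass (permutation p = 0.0896, adjusted p = 0.269 over the 3 lists tested), and the mean difference within 5 strata of concentration was 0.09 (p = 0.395).

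Chromatin remodelling genes of the SWI/SNF complex had 4 of 25 members listed, all with a region within 1000 bp of their start. ARID1A had 1.46 log2, the ATPase gene SMARCA4 1.36, ARID1B 0.79 and SMARCB1 0.78 in the authors' deposited table. None of the 30 histone acetyltransferase, deacetylase and reader genes was listed (0 of 30). Of 20 NRF2 antioxidant genes 4 were listed, and the authors' deposited table gives 2.74 log2 for PGD, 1.46 for NQO1, 0.91 for TXN and 0.76 for SRXN1. AP-1 and immediate early genes had 3 of 26 members, and the authors' deposited table gives 2.27 log2 for JUNB (just downstream of the gene), 2.16 for EGR1 (217 bp upstream of its start) and 0.81 for FOSL2.

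NF-kB target genes had 2 of 29 members, and the authors' deposited table gives 1.56 log2 for NFKB2 and 1.01 for TNIP1. Single members were listed for the interferon-stimulated genes (1 of 30), the G2/M genes (1 of 25) and the G1/S genes (1 of 25). These were IFIH1, a sensor of double-stranded RNA, with 1.31 log2, the spindle checkpoint gene BUB1B with 1.30 and the replicative helicase gene MCM4 with 0.86 in the authors' deposited table. MCM4 shares its region with the start of PRKDC.

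Basal mammary epithelial markers had 3 of 25 members listed and luminal markers also 3 of 25. The authors' deposited table gives 1.42 log2 for ACTA2, 1.81 for NGFR (at the end of the gene) and 0.75 for CAV1 among the basal markers. Of the luminal markers, KRT7 had 1.51 log2, ERBB2 1.33 and MUC1 0.93 in the authors' deposited table. No fibroblast (0 of 20), blood and immune cell (0 of 20) or endothelial marker (0 of 15) was listed.

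**Figure D2:**
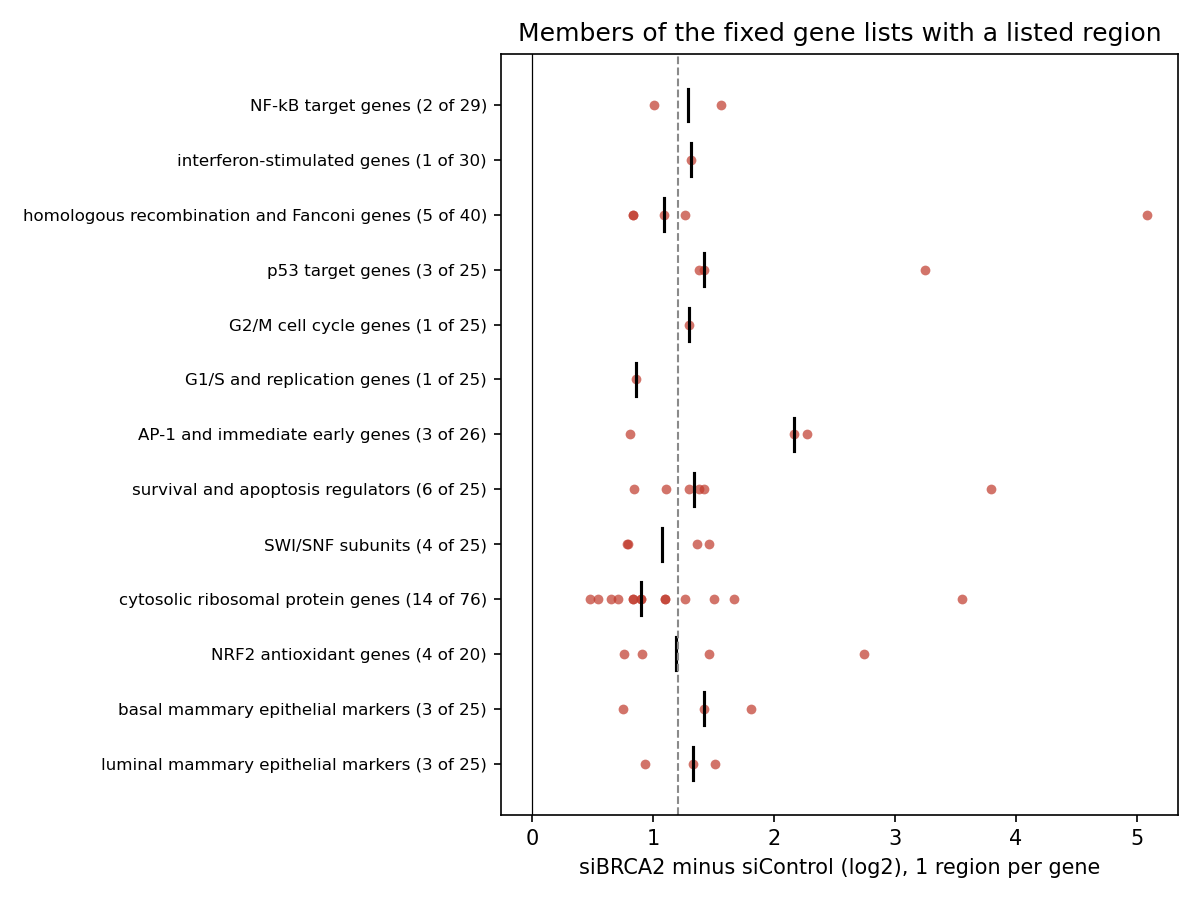
Each point is 1 gene of a fixed list described in the text with its difference, siBRCA2 minus siControl (log2), at the region of lowest FDR; black bars are list medians, the dashed line is the median over all listed genes (1.21), and the numbers beside each name are members listed of members in the list. All points lie above 0, and the points farthest to the right are ATR at 5.08, XIAP at 3.79 and RPL19 at 3.55.

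The size of the difference followed the strength of the signal. Regions were split into 5 strata by mean concentration. In the weakest stratum (3.61 to 5.47 log2), which holds UGGT1, ATR and XIAP, the median of the regions higher in siBRCA2 was 2.65 log2, and the smallest was 1.35. In the strongest stratum (7.05 to 9.25 log2), which holds CFLAR and FOSL2, the median was 0.76 log2 and the smallest 0.38. Of the 9 lower regions 8 were in the weakest stratum. Across the 1049 regions, which are not independent replicates, the difference fell with concentration (Spearman's rho -0.84, Pearson's r -0.65) and with region width (rho -0.59, r -0.35). Each of the 4 permutation p-values was 1e-05, raw and adjusted, the smallest possible. Only regions that had passed the FDR limit enter these correlations.

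Regions higher in siBRCA2 lay on 23 chromosomes, every autosome and X. Chromosome 1, with SHC1, CKS1B and ARID1A, had the most listed regions of either direction, 117 (11.2%), followed by chromosome 17 with 78, chromosome 12 with 77, chromosome 2 with 71 and chromosome 19 with 70. The median difference of the higher regions ranged from 1.05 log2 on chromosome 10 to 1.48 log2 on chromosome 15. No test of a chromosome's share was made, since the regions that could have passed were not analysed here.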

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

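Of 57 alternative values, 45 kept their direction and their side of the threshold or stayed within 1.5 times the count. Some of the 45 could not have changed. The difference of the group concentrations equals the deposited fold within 0.01, and the smallest fall among the lower regions, -1.47 log2, already exceeds the limit of 1 log2. List differences that passed in no setting also count among the 45, so this count is no measure of robustness. At an FDR of at most 0.01 the count fell to 439 regions higher and 4 lower, with 45 regions on chromosome 1, and at 0.001 to 173 higher and 2 lower, because fewer regions pass. Lower regions numbered 1 among regions at or above the lower quartile of concentration, and 3 among regions that contain a gene start, an alternative added after seeing the data. The gap between regions close to a gene start and the others was 0.00 (permutation p = 1) at or above the lower quartile of concentration. As a difference of means, the gap was -0.76 over all regions. Within 5 strata of concentration, added after seeing the data, the difference of means was -0.20 (permutation p = 0.0104). Under the remaining alternatives the gap lay between -0.81 and -0.55. The differences of 3 lists, which had not passed, changed sign, still without passing: homologous recombination and Fanconi genes to 0.31 with means and 0.56 within 5 strata of concentration (added after seeing the data, permutation p = 0.0881), survival and apoptosis regulators to -0.11 at an FDR of at most 0.01 (4 members, fewer than the 5 otherwise needed for a test), and ribosomal protein genes to 0.09 within the strata of concentration. For the gap of 0.00 and these sign changes the cause was not tested. Spearman's rho with concentration stayed between -0.88 and -0.78 and that with width between -0.64 and -0.43. Pearson's r is not given for the alternatives. No paired analysis was possible because the table used here gives 1 value per group and none per library. For the same reason, leaving out each replicate, other pseudocounts and DESeq2 were not run, and Bonferroni adjustment was not run without an unadjusted p-value. Depth per library is unknown here, so what it limits cannot be given.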

Other observations

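The genes of the next paragraphs were chosen after their values were seen, and the tests of every pattern here except selection by FDR and the head-to-head gene starts were chosen only after the result was seen.

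Several genes of the circadian clock were listed, each higher in siBRCA2. The authors' deposited table gives 2.52 log2 for the repressor gene CRY1 (FDR 8.79e-07), 0.98 for PER2 (0.000255), 0.74 for NR1D1 (0.0253) and 1.37 for NR1D2 (0.0437). PER1 had a region near its start with 0.82 log2 (FDR 0.0493) and another 16717 bp away with 5.22 log2 (0.000417) in the authors' deposited table. The latter was at the lowest siControl value. Genes of DNA end joining and of polymerases used in repair were listed too: the authors' deposited table gives 0.86 log2 for PRKDC (shared with MCM4), 0.73 for XRCC4, 0.80 for XRCC6, 1.40 for POLQ, 1.34 for POLM and 1.42 for POLK. Of excision and mismatch repair genes, XPA had 2.62 log2, ERCC6 0.65, PMS1 0.89 and PMS2 0.96 in the authors' deposited table. ERCC1 had 0.89 log2 in the authors' deposited table, in a region 72009 bp from its start that is shared with PPP1R13L and CD3EAP. No enrichment of these groups was tested.

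Of 4 genes of cytosolic nucleic acid sensing, 3 were higher and 1 lower in siBRCA2, with no test of the group. IFIH1 had 1.31 log2 (FDR 0.0168), TRIM25 1.18 (0.0336) and TMEM173, which encodes STING, 0.96 (0.0412) in the authors' deposited table, while MAVS had -2.31 (0.0421). The MAVS region lay 721 bp inside the gene, and those of IFIH1, TRIM25 and TMEM173 lay over the gene starts. The proteasome subunit and activator genes picked ranged from 0.75 log2 for PSMD1 to 2.12 for PSMD13 in the authors' deposited table. That all 7 were higher says little, since 1523 of the 1534 genes listed were. NOTCH1 had 1.48 log2, and the cytokine receptor genes IL6ST 1.41 and OSMR 1.05 in the authors' deposited table. The interferon-induced gene IFITM3 (5.68 log2) and the growth factor gene EREG (5.41 log2) had siControl at its lowest value in the authors' deposited table. A region 61538 bp from the start of SRC had 2.42 log2 in the authors' deposited table.

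Nearly all listed regions were higher in siBRCA2, and their spread over 23 chromosomes argues against gain of some chromosomes as the whole cause. A scaling factor between the groups cannot be told apart from a wider gain of acetylation: 977 regions stayed higher after the median difference of the strongest 10% of regions (0.66 log2) was subtracted, but those regions have the smallest differences and only passing regions are listed, so the count decides nothing. The lowest siControl value was 1.53 times the lowest siBRCA2 value, which under a minimum of 1 read would mean that a siControl read counted for more, but the siBRCA2 value rests on 1 region and does not say whether the scaling was right. The 9 lower regions listed reach an FDR of 0.0465, which argues against a stricter FDR limit for lower regions, but whether lower regions were left out in another way stays open, as the number tested was not analysed here. The depletion of BRCA2 stays open as a biological cause, untested.

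In siControl, 30 regions share the value -0.05 log2 (0.966 normalized reads), the next most common value being shared by 8, and 28 of the 30 largest differences are among them. A candidate explanation is a minimum of 1 read per library. Of the 9 distinct values above the shared value, up to 1.8 log2, 8 lay on whole-read steps within 0.008 log2. The worth of a read in each library (0.935 and 0.997 normalized reads) was fitted to these same values, and anew in each of 1000 random sets, where at most 6 did (permutation p = 0.001, the smallest these sets can give). Whether input subtraction brought these 30 regions to the minimum cannot be told apart from a lack of reads, as no reads before subtraction were used here. Values such as those of SHC1, HSP90AA1 and PER1 may be set by such a minimum, which was not shown, and no biological explanation was tested.

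The difference fell as concentration rose. Among the 416 higher regions with an FDR between 0.02 and 0.05, Spearman's rho was -0.96, against -0.88 over all higher regions. Such a narrow band of FDR by itself ties the difference to the concentration, so this value decides nothing. Selection by FDR cannot be told apart from a biological relation between signal and change, since regions that did not pass were not analysed here.

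A hypothesis of another kind was that promoters shared by a pair of head-to-head genes, such as HSP90AA1 and WDR20, carry another difference than promoters with a single gene start. The mean difference within 5 strata of concentration, 102 head-to-head regions against 519 with a single start, was 0.03 log2 (permutation p = 0.661), so no difference was shown.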
